A study of Drosophila melanogaster with 30 samples. Its data were reported in "Illuminating spatial A-to-I RNA editing signatures within the Drosophila brain" (2019).

How the data were processed

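Nuclear RNA was sequenced from 10 neuronal populations of adult Drosophila melanogaster, with 3 replicates each, for 30 libraries. Per the study, each sample was prepared from homogenized heads of adult males and females together. Each population was defined by a GAL4 driver, a yeast transcription factor expressed under a fly enhancer that switched on a nuclear tag. Tagged nuclei were pulled down with an antibody against the tag, a method named INTACT. Per the labels, the groups were Dh44, NPF, NPFR, Tdc2, Crz, TH, Trh, Fru, OK107 and Elav. Elav marked all neurons and served as the reference. The sample titles gave the group and the replicate number of every library. The amplicon sequencing that the study also used (mmPCR-seq) was not analysed here.

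2 tables per library were used. The first held gene counts: per the file headers, the authors counted reads overlapping exons with featureCounts 1.4.5-p1, summed by gene name over the Ensembl release 88 annotation of the BDGP6 (dm6) genome. These counts were deposited without normalization, and reads with more than 1 alignment were not counted under the tool's defaults. The second table held, for each editing site, the counts of A and of G base calls that the authors took from uniquely mapped reads, and the editing level, which the authors gave as a fraction of G over A plus G. Adenosines edited to inosine are read as G in sequencing. The aligner and its settings are not named in the labels or the headers. A site missing from a library's table was taken as 0 reads there.

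The gene tables listed 17490 genes and the editing tables together held 13973 sites. Total gene counts ran from 2952751 in NPF replicate 1 to 12509022 in Fru replicate 3, with a median of 6587127. Editing reads ran from 90573 in Dh44 replicate 1 to 317613 in NPFR replicate 1, and no site had more than 158 reads in a library. Summed over replicates, sites with at least 20 reads had a median of 60 reads per population. At that depth, the Wilson 95% interval around a level of 50% reached 12.3 percentage points to each side, and at 20 reads 20.1 points. The smallest level that 20 reads can show, taken as 3 reads, was 15%, and at the median depth 5%. Intervals and smallest levels cover counting error only, since reads without molecular identifiers are not independent molecules.

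Gene counts were compared with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr, 1 fit of all 30 libraries and quasi-likelihood tests of the 45 population pairs. A gene differed when the Benjamini-Hochberg adjusted p-value was under 0.05 and the log2 fold change was at least 1 in size. Log2 fold changes are given with standard errors, and expression as CPM, counts scaled to the TMM-adjusted library total. A gene was called higher in one population when it passed in all 9 contrasts of that population. For such genes, the log2 fold change given is the smallest of the 9 contrasts, with its standard error. The adjusted p-value given is the largest of the 9, which may belong to another contrast. The study's methods named DESeq2, so the Wald test of DESeq2 1.42.0 was run as an alternative. It used the genes kept by filterByExpr, with DESeq2's independent filtering and outlier cutoff switched off, which may differ from the study's settings.

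Editing sites were compared with the tests that the study's methods name. The study's requirement of levels that agreed between replicates was not part of the main comparison and entered as alternatives, and the minimum of reads per replicate below was set here. A and G counts were summed over replicates, and each pair of populations was tested with a two-sided Fisher's exact test. A population entered at a site with at least 20 summed reads, and a site entered with at least 7 such populations. P-values were adjusted over all site-by-pair tests, and a site differed when the adjusted p-value was under 0.05 and the levels lay at least 20 percentage points apart. A site was population-specific when the z scores of all replicates of 1 population with at least 10 reads, of which at least 2 were needed, lay beyond 1.65 against all replicates at the site, and its pooled level was at least 10 points from the next population. The overall editing level of a library was its G reads over its A and G reads at all sites. Populations were compared by a permutation test with 100000 permutations of the 30 labels, for which 1e-05 is the smallest p-value possible. Sites were placed in genes with the Ensembl release 115 annotation of the same assembly, and codon numbers refer to the longest annotated transcript holding the site. All 13973 listed sites had A or T in the reference sequence.

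The replicate numbers came from the sample titles, and no label says whether libraries with the same number were processed together. The fit with the replicate number as a block was therefore run beside each fit without it. Libraries were checked for pairing by the correlation of their deviations from population means, over genes with at least 10 CPM on average.

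The named genes and sites followed a rule. The genes were the 9 driver genes, elav, Adar, pum, orb and Rbp6, and for each population the gene with the largest smallest-of-9 log2 fold change among the genes higher in it with every replicate above every other library. The sites were the Adar auto-editing site, the 10 population-specific sites farthest from the median of the other populations, and the population-specific sites in 11 genes listed from the study. The gene para is also described because of its number of sites, outside this rule. Groups, tests, naming rules, the lists of tissue marker genes and the first set of alternatives were chosen before the data were examined.

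Each method was tested on simulated data. Counts were drawn from the real means and library sizes, with 200 of 11612 genes changed. edgeR recovered 63 of the 200 genes (31.5%) with 1 false call, edgeR with the block 63 with 0 false calls, and DESeq2 89 with 17 false calls. Above 10 CPM, a stratum added after the first low recovery was seen, edgeR recovered 53 of 86 genes. Editing counts were drawn at 6445 sites, 200 of them changed. With binomial replicates, the Fisher test recovered 167 sites with 5 false calls, the quasi-binomial model 129 with 0, and the population-specific rule 111 with 8. A second setting gave replicates 3 times the binomial variance at 20 reads, a ratio that grew with depth. There the Fisher test recovered 180 sites with 1860 false calls, the quasi-binomial model 53 with 28, and the population-specific rule 27 with 36.

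The alternatives were other size factors (RLE, as in DESeq2), DESeq2, no expression filter, fits of only the 6 libraries compared, the replicate block, each replicate number left out in turn, other read minimums, other differences and z limits, filters on replicate agreement and a quasi-binomial logistic model over replicates. Permuted labels were drawn 99 times within replicate number and counted with the real labels. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and limma 3.58.1 were used.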

Results

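Nuclear RNA-seq of 10 neuronal populations measured gene expression and the editing level at A-to-I editing sites in 3 replicates per population. The drivers marked neurons of the peptides Dh44, NPF and Crz (corazonin), neurons with the NPF receptor (NPFR), octopamine (Tdc2), dopamine (TH) and serotonin (Trh) neurons, Fruitless neurons (Fru) and mushroom body neurons (OK107). Elav marked all neurons. Gene counts per library lay between 2952751 and 12509022, and 9199 genes in Dh44 replicate 3 to 15215 genes in Trh replicate 2 had at least 1 count. The 10 genes with most counts held 13.2% of the counts in OK107 replicate 1 and 30.8% in Tdc2 replicate 3. Editing tables listed 7023 sites in Dh44 replicate 3 to 13017 in OK107 replicate 2. Over the 5262 genes with at least 10 CPM on average, replicates of a population correlated at r between 0.803 and 0.978, with a median of 0.921, against a median of 0.850 between populations. These correlations are across genes, which are not independent replicates.

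The driver genes were compared with Elav to ask whether each purification enriched its population. Adjusted p-values for genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment throughout. Dh44 (3R, 9638182 to 9650706) had 488 CPM ± 134 (SD, n = 3) in Dh44 neurons and 22.4 ± 1.63 in Elav, a log2 fold change of 4.45 (SE 0.58, adjusted p = 7.22e-06). NPF (3R, 16609220 to 16611325) had 58.8 CPM ± 40.5 (n = 3) in its population, with a log2 fold change of 5.94 (SE 1.19, adjusted p = 0.00229). Tdc2 (2R, 6684745 to 6689974) had 234 CPM ± 54.5 and a log2 fold change of 4.11 (SE 0.64, adjusted p = 4.15e-04). Crz (3R, 14314854 to 14315716) had 82.2 CPM ± 34.5 and a log2 fold change of 6.34 (SE 1.33, adjusted p = 0.00396). Trh (3L, 1190384 to 1193173) had 211 CPM ± 146 and a log2 fold change of 5.48 (SE 0.76, adjusted p = 8.30e-05). The fru gene (3R, 18414273 to 18545586) had 4414 CPM ± 1716 in Fru neurons and a log2 fold change of 2.59 (SE 0.48, adjusted p = 0.0124). For OK107, ey (chromosome 4, 697689 to 721173) had 791 CPM ± 207 and a log2 fold change of 3.22 (SE 0.40, adjusted p = 2.24e-05).

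For TH, ple (3L, 6713356 to 6719525), which encodes tyrosine hydroxylase, had 613 CPM ± 236 (SD, n = 3) and a log2 fold change of 2.65 over Elav (SE 0.44, adjusted p = 0.00141). The level of ple was as high in Dh44 at 723 CPM ± 277 and in NPF at 698 CPM ± 430. NPFR (3R, 6187315 to 6195403) had 118 CPM ± 46.0 in NPFR neurons and 12.7 ± 3.01 in Elav, and each of its 3 replicates lay above every Elav library, but its log2 fold change of 3.21 did not pass (SE 0.74, adjusted p = 0.144). It passed with DESeq2 (adjusted p = 7.20e-04) and when only the 6 libraries compared were fitted (adjusted p = 0.0294). Thus 8 of 9 driver genes passed, 8 passed with the replicate block, and 9 passed in each of these 2 alternatives. The count moved most without replicate 1, when 4 passed. Libraries with the same replicate number deviated together: their deviations from population means correlated at a mean r of 0.181. The value of -0.0875 for different numbers follows from it, because the deviations of a population sum to 0.

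**Figure D1:**
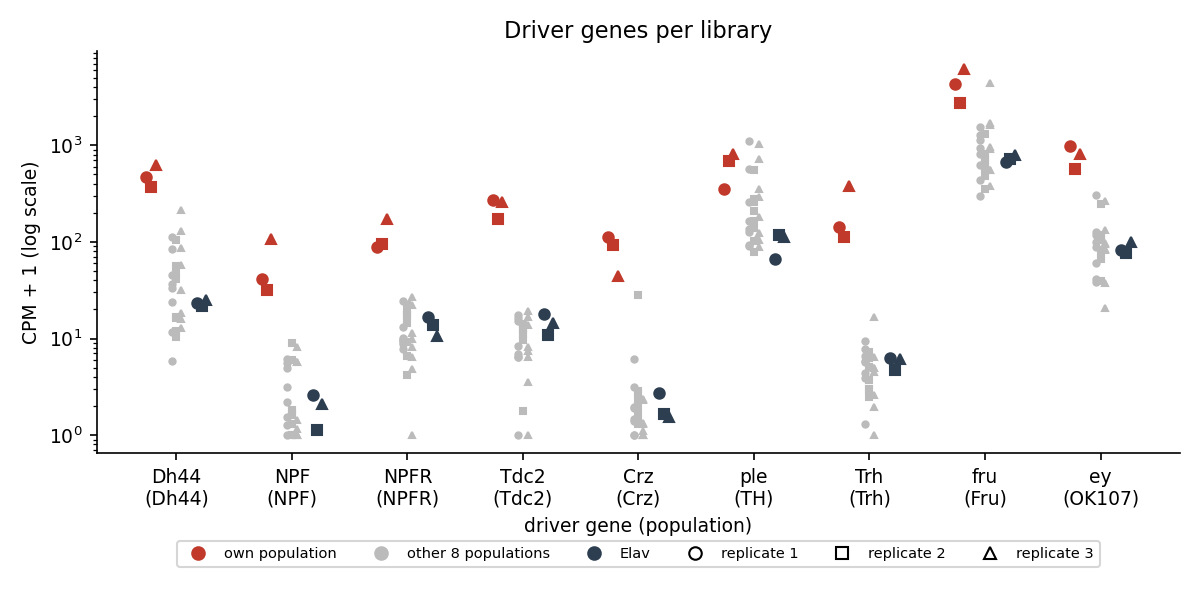
CPM plus 1 on a log axis for the driver gene of each population, with 1 point per library: red for the population itself, dark for Elav and grey for the other 8 populations, and symbols for the replicate number. The own population lay above Elav in all replicates of all 9 genes, and ple in Dh44 and NPF reached the level in TH.

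Differences from all neurons were then counted for each population over 12065 genes. Dh44 had 2282 differing genes, 994 higher and 1288 lower, and NPF had 686, 543 higher and 143 lower. Crz had 293 genes, 150 higher and 143 lower. The other populations had 62 genes in TH, 53 in Tdc2, 40 in OK107, 20 in Fru, 12 in Trh and 3 in NPFR. NPFR had 0 lower genes, and 556 genes there differed at an unadjusted p-value under 0.05 with the same size of change. With the replicate block the counts rose to 2594 in Dh44, 977 in NPF, 447 in Crz, 84 in TH, 88 in Tdc2, 61 in OK107, 40 in Fru, 18 in Trh and 9 in NPFR, where the pairing correlation was the 0.181 given above. Without replicate 1, the NPF count fell to 25, and the TH count rose to 784 when only the 6 libraries compared were fitted.

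In total, 102 genes were higher in 1 population than in each of the other 9. Crz had 74 of them, Tdc2 10, Dh44 8, Trh 3, OK107 3, NPFR 2, NPF 1 and Fru 1. TH and Elav had 0, and 6 and 1 genes at unadjusted p-values under 0.05. With the replicate block there were 123 genes (pairing r = 0.181), and without replicate 2 there were 29. Adjusted p-values below are the largest of a gene's 9 contrasts, and log2 fold changes the smallest. In Tdc2, Tbh (X, 7995697 to 8027394) had 9253 CPM ± 4678 (SD, n = 3) and exceeded its next population, Fru, by a log2 of 5.26 (SE 0.48, largest adjusted p = 1.04e-08). SerT (2R, 24404595 to 24411074) in Trh had 670 CPM ± 346 and exceeded OK107 by 4.71 (SE 0.65, largest adjusted p = 7.15e-05). CG2016 (3R, 4956999 to 4961351) in Crz had 1196 CPM ± 146 and exceeded Elav by 4.98 (SE 0.93, largest adjusted p = 0.00114). In OK107, Cpr47Ef (2R, 11266915 to 11272575) exceeded NPF by 3.36 (SE 0.89, largest adjusted p = 0.0218). Tbh and SerT passed without each replicate in turn. CG2016 did not pass without replicate 1 (adjusted p = 0.0736) or replicate 2 (adjusted p = 0.0718), nor did Cpr47Ef (adjusted p = 0.285 and 0.108).

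CR43669 (2L, 16699921 to 16700825) in NPFR exceeded Fru by a log2 of 5.47 (SE 0.97, adjusted p = 0.0243). Close to the threshold were CR40172 (2L, 20248928 to 20249722) in Dh44, with 7.17 CPM ± 4.96 (SD, n = 3) and adjusted p = 0.0486, and tyn (X, 142208 to 200663) in Fru, with 341 CPM ± 77.2 and adjusted p = 0.0485. CR40172 lost significance with the replicate block (adjusted p = 0.0520, pairing r = 0.181) and with all genes kept, and tyn with RLE size factors. Without replicates 1, 2 and 3 in turn, adjusted p-values were 0.176, 0.352 and 0.103 for CR40172 and 1, 0.362 and 0.0908 for tyn, and CR43669 did not pass in any of the 3.

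Adar encodes the editing enzyme, and its expression was compared to ask whether it followed editing. It ranged from 266 CPM in OK107 replicate 1 to 997 CPM in Crz replicate 3. Of the 45 pairs, 1 differed: Adar was lower in NPF, at 294 CPM ± 15.2 (SD, n = 3), than in Crz, at 660 CPM ± 296, with a log2 fold change of -1.17 (SE 0.33, adjusted p = 0.0292). At unadjusted p-values under 0.05, 8 pairs differed. The replicate block gave 1 pair, with a pairing r of 0.181. Without replicate 1 no pair passed, a count of 0 with 4 pairs at unadjusted p-values under 0.05. The neuronal gene elav (X, 509235 to 523226) differed in 6 of the 45 pairs, and it was lower in Dh44 at 689 CPM ± 131 than in Elav at 1635 CPM ± 139 (log2 fold change -1.25, SE 0.38, adjusted p = 0.0205).

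The RNA binding protein genes pum, orb and Rbp6 were higher in Crz than in each other population, in 27 of 27 contrasts, and in 27 with the replicate block (pairing r = 0.181). Without replicate 2, 23 of the 27 passed. For orb (3R, 23260610 to 23280856) the smallest log2 fold change was 4.80 against Tdc2 (SE 0.46). For Rbp6 (3L, 17058774 to 17238212) it was 2.54 against TH (SE 0.49). For pum (3R, 9066343 to 9237682) it was 1.58 against OK107 (SE 0.35). The largest adjusted p-values over all contrasts of each gene were 1.26e-08 for orb, 0.00142 for Rbp6 and 0.00408 for pum. Crz replicate 3 stood apart in level: orb had 27709 CPM there, against 7372 and 6903 in replicates 1 and 2. Without replicate 3, all 27 contrasts passed, but the smallest log2 fold changes fell to 3.91 for orb, 1.51 for Rbp6 and 1.10 for pum.

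Editing levels were compared at 6445 sites, in 246519 tests of population pairs. Of these sites, 1553 (24.1%) differed between at least 1 pair by 20 percentage points or more under Fisher's exact test on summed reads. Summed reads leave out the spread between replicates. A quasi-binomial model that includes it found 478 differing sites, and 452 with the replicate block. The deviations of editing levels correlated at 0.0506 between libraries with the same replicate number and at -0.0249 between those with different numbers. With population labels permuted within replicate number, the Fisher test still found a median of 1192 sites, and 1429 at most, in groups that mix libraries of different populations. At 1356 of the 1553 sites, a differing pair had every replicate of 1 population with at least 10 reads above every such replicate of the other. The median dispersion was 1.24 times the binomial, and 24.9% of sites had a dispersion above 2. Requiring the replicates of a population to lie within 20 points moved the Fisher count most, to 323 sites.

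Each pair of populations differed at 80 sites (TH and OK107) to 313 sites (Crz and Fru), with a median of 218. Fru was higher than at least 1 other population at 607 sites and lower at 383. Crz was lower at 786 sites and higher at 240. Tdc2 was lower at 693 sites and higher at 235. Dh44, with 3743 sites tested against 5477 to 6387 in the others, was higher at 418 and lower at 291. As a share of the sites tested, Dh44 was higher at 11.2% and Fru at 9.56%, Crz was lower at 13.3%, and the pair with the largest share was Dh44 and Crz, at 8.54% of 3644 sites, against 5.37% for Crz and Fru. These counts come from the summed-read test and share its limit.

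**Figure D2:**
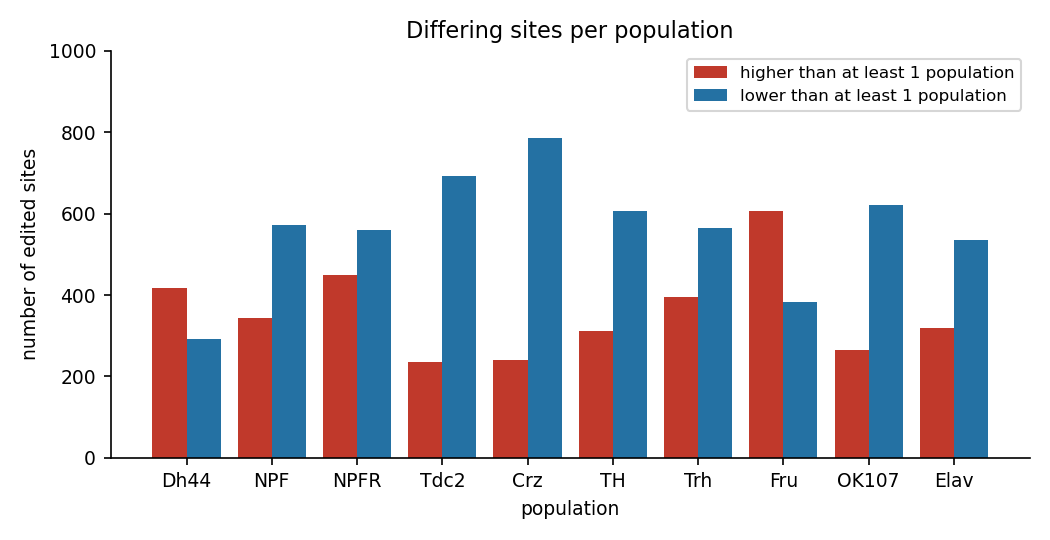
Number of editing sites at which each population was higher (red) or lower (blue) than at least 1 other population under Fisher's exact test on summed reads. By number, Fru had the most higher sites, 607, and Crz the most lower sites, 786, while fewer sites were tested in Dh44.

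The overall editing level of a library lay between 8.32% in Crz replicate 3 (Wilson 95% interval 8.22% to 8.43%) and 14.1% in Fru replicate 1. Populations accounted for 71.9% of the variance between the 30 libraries (permutation test, p = 6.70e-04). Fru had the highest mean at 13.6% ± 0.539 (SD, n = 3), Dh44 had 12.1% ± 0.722, Elav 11.6% ± 1.29 and Crz the lowest at 9.15% ± 0.829. With labels permuted only within replicate number, as a block, the permutation p-value was 1e-05, the smallest possible. The pairing correlation of 0.0506 is a mean over single sites and does not describe the overall level. Mean deviations of the overall level from the population means were 0.60, 0.318 and -0.918 points for replicates 1, 2 and 3. Replicate 3 was the lowest in 9 of 10 populations, so the overall level did shift with the replicate number. The share moved most without replicate 3, to 94.3%. Without replicate 2 it was 68.8% and the permutation p-value 0.0907. That permutation did not use the replicate number, and the blocked permutation was not run with a replicate left out. Of the pairs, Fru against Crz, Fru against Elav and Crz against Elav each gave an exact permutation p-value of 0.1, which is the smallest that 3 against 3 libraries can give. These pair tests did not use the replicate number. Over the 1201 sites with at least 10 reads in every library, the share was 67.2% (permutation p = 0.00255).

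**Figure D3:**
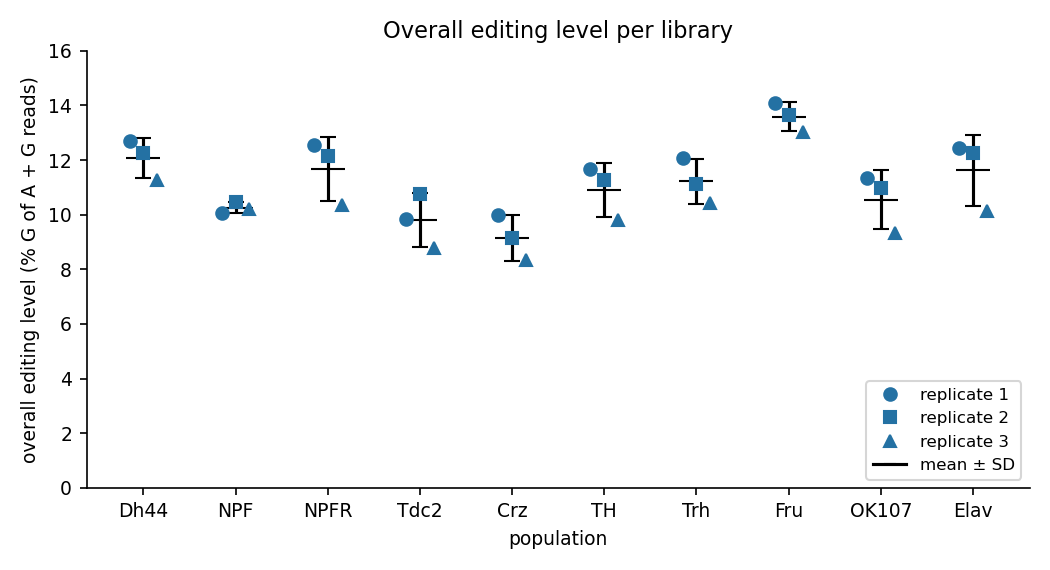
Overall editing level in percent of A and G reads per library, with symbols for the replicate number and bars for the mean and SD of 3 replicates. Fru libraries lay between 13.0% and 14.1% and Crz libraries between 8.32% and 9.98%, and replicate 3 was the lowest in 9 of 10 populations.

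Over the 10 population means, Adar expression did not follow the overall editing level. Pearson's r was -0.131 (permutation p = 0.715) and Spearman's rho was 0.0909 (permutation p = 0.810), each with a Benjamini-Hochberg adjusted p of 0.810 over these 2 relations. Without Crz and NPF, the populations farthest from the median Adar level, r was 0.307 (permutation p = 0.465). Within replicate numbers 1, 2 and 3, r was 0.159, 0.197 and -0.215. Without replicate 3, r changed sign to 0.148.

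Adar edits its own transcript at X, position 1781840, in coding sequence, where editing changes serine to glycine at residue 442. The site had 231 reads in all libraries together, and 12 to 34 summed reads per population. Levels ranged from 8.33% in NPF (Wilson 95% interval 1.49% to 35.4%) to 54.5% in Trh (34.7% to 73.1%), and Crz had 13.0% (4.54% to 32.1%). Of the 28 pairs with at least 20 reads in both, 0 differed under Fisher's exact test with adjustment, and 3 did at unadjusted p-values under 0.05 with 20 points or more. With the quasi-binomial model and the replicate block the count was also 0, where the pairing correlation was 0.0506. At 20 reads the Wilson 95% interval around a level of 50% reaches 20.1 points to each side. Among the 28 pairs, the largest difference, 41.5 points between Crz and Trh, had an adjusted p-value of 0.0584. With permuted labels at most 9 pairs passed at this site, with a median of 0.

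Population-specific sites were sought next. There were 20 sites low and 76 sites high in a single population, and 24 and 87 when levels were centred on the replicate number as a block (pairing correlation 0.0506). With permuted labels the counts were at most 14 and 37. The low count moved most in proportion, to 11, when replicates needed at least 20 reads, and most in number, to 35, without replicate 3. The high count moved most, to 39, when 20 points from the next population were required. Fru had 21 high and 5 low sites, Dh44 16 and 5, and Crz 7 and 5. At 34 of the 96 sites, G was fixed in a population or absent in the others, meaning a level of 99% or more in any population, or a median of the others of at most 1% against a level of at least 10%, or of at least 99% against a level of at most 90%. This class was defined after the data were examined, and without it 13 low and 49 high sites remained. The counts per population above include it. Among others, it held the Fru sites in CG32647, sbr, Ist1 and CG14073 (low) and in Rgl, shot, dysc and cac (high). The Crz sites in para, nAChRalpha5 and Sh were outside it. The Fru counts therefore rest in part on sites that may be strain variants.

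The 10 sites farthest from the median of the other populations were at the extremes. In Fru, an intronic site of CG32647 (X, position 12779207) had 2.08% of 48 reads edited, and the 8 other populations measured had 100%. A site in the 5' UTR of sbr (X, 10846781) had 11.8% of 152 reads in Fru against a median of 100%, with 59.8% in another population. An intronic site of ths (2R, 11779856) had 26.5% of 49 reads in Tdc2 against 100% in the 7 others measured. In Dh44, a synonymous site in codon 673 of oxt (3L, 2259941) had 92.4% of 92 reads against a median of 6.78%, with up to 60.3% in another population, and a site in the 3' UTR of Dscam2 (3L, 7162180) had 100% of 22 reads (Wilson 95% interval 85.1% to 100%) against 26.5%, with up to 35.8%. An intronic site of path (3L, 9497783) had 79.0% of 57 reads in NPF against 1.30%, with up to 31.9%, and an intronic site of sm (2R, 19625834) had 76.1% of 46 reads in Tdc2 against 3.57%, with up to 57.7%. A site in the 3' UTR of shi (X, 15903965) had 73.8% of 172 reads in Fru against 6.98%, and up to 21.2% elsewhere, with 75.1% ± 5.80 over replicates (SD, n = 3). In OK107, a site in the 3' UTR of eIF4EHP (3R, 24065016) had 67.7% of 31 reads against 1.79%, with up to 30.3%, and a synonymous site in codon 771 of Pif1B (3R, 8775615) had 63.5% of 52 reads against 0%, with up to 40.7%. Of these 10 sites, CG32647, oxt, path, Dscam2, sm and eIF4EHP had only 2 replicates with at least 10 reads.

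Of the 11 listed genes, 4 held 11 population-specific sites. Para, a voltage-gated sodium channel gene (X, 16455027 to 16533096), held 7, of which 6 were in Crz and 1 in Fru, and 6 of the 7 were nonsynonymous. Crz was higher at 3 of its 6 para sites and lower at 3, with 300 to 364 summed reads. At X, 16477558 (asparagine to serine, codon 1381), Crz had 76.4% ± 7.41 (SD, n = 3) against a median of 19.1% in the others. At X, 16473637 (asparagine to serine, codon 1587), Crz had 4.35% ± 2.60 against 42.2%. In nAChRalpha5, the 3' UTR site at 2L, 14091477 had 36.4% ± 9.54 in Crz against 84.6%. A synonymous site in codon 366 of Sh (X, 17950039) had 25.2% ± 2.10 in Crz against 1.01%. In cac, the site at X, 11968946 (isoleucine to valine, codon 847) had 49.5% ± 9.43 in Fru against a median of 0%, with up to 31.8% in another population.

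**Figure D4:**
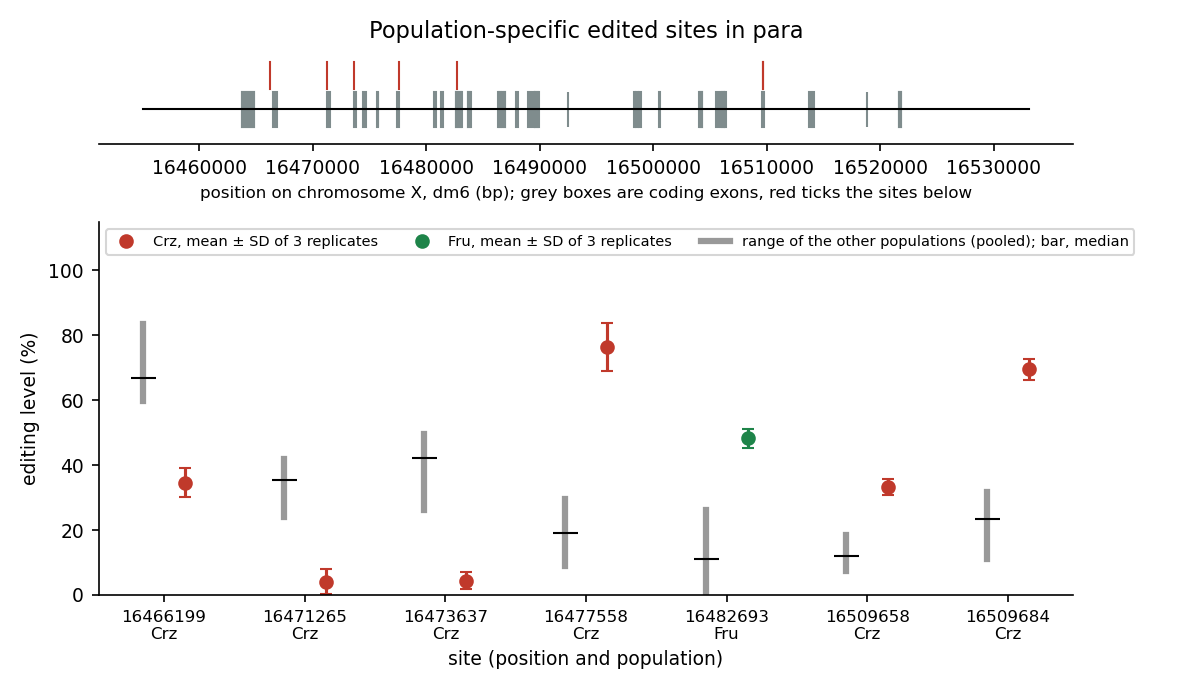
The gene para on chromosome X with its coding exons in grey and 7 population-specific sites as red ticks, above the editing level in percent at each site. Points and bars give the mean and SD of 3 replicates in the population named, and grey bars give the range of summed levels in the other populations with their median. Crz lay outside that range at 6 sites, above it at 3 and below it at 3.

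Population-specific sites lay in coding sequence more often than the other tested sites, at 29 of 96 (30.2%) against 14.2%, with an odds ratio of 2.62 (Fisher's exact test, p = 5.60e-05). Taking 1 site per gene and population moved the odds ratio most, to 1.84 (Fisher's exact test, p = 0.0251). With the replicate block it was 2.92 (Fisher's exact test, p = 1.54e-06), at a pairing correlation of 0.0506. Nonsynonymous sites made up 17.7% of the population-specific sites and 9.94% of the others, and the difference in this share was not tested.

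Whether such sites lay in genes that also differed in expression was asked for the 92 population-specific sites with a host gene in the count tables. None, a count of 0, lay in a gene that differed in one direction from all 9 other populations, and 6 did at unadjusted p-values under 0.05. With DESeq2 there were 6. With the replicate block in both the editing and the expression comparison there were 109 such sites, and 8 of them lay in a gene that differed (pairing r = 0.181). The sites at unadjusted p-values, with DESeq2 and with the block were all specific to Crz and in para. In the fit without the block, para was higher in Crz than in 8 of 9 populations. Its largest adjusted p-value over the 9 contrasts was 0.0638, and its smallest log2 fold change was 1.65, against NPFR (SE 0.51).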

Values the study reported

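The study compared 1,036 editing sites, using amplicon and RNA sequencing together. It reported 271 of them, or 26%, as differing by at least 20% between populations. It counted 190 sites as higher in Fru than in other populations and 155 as lower in Crz. It listed 31 sites with low editing and 33 with high editing in a single population. Of those 64 sites, 56% were given as changing the protein, against 36% of all sites tested.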

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

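The tests below were chosen after the result was seen, except those on the genes shared with NPF, on weakly expressed genes and on a few sites, which were chosen before their values were seen. For the genes shared with NPF and the weakly expressed genes, the rule or reading was weakened to undecided after the values were seen. The same holds for the marker percentile and for marker RNA against overall editing.

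RNA of genes that mark photoreceptors, muscle or fat body was present in libraries of purified neuronal nuclei, and no comparison in the report uses it. The markers were 5 photoreceptor genes (ninaE, ninaC, trp, trpl and Arr2), 4 muscle genes (Mhc, up, Act88F and Mlp84B) and 4 fat body genes (Yp1, Yp2, Yp3 and Lsp2). Their median log2 fold change over Elav was 2.73 in Dh44 and 2.19 in NPF, above the level in Elav for 13 of 13 genes in both. Yp1, Yp2 and Yp3 resemble each other in sequence, so reads could be split between them. A candidate explanation is RNA from other cells carried through the purification, which per the study started from homogenized heads. All 6 medians of the marker sets, 3 in Dh44 and 3 in NPF, lay above 1 on the log2 scale. All 3 sets lay above 1 in Crz as well, and 2 of 3 in Trh, so the pattern was not limited to Dh44 and NPF. The median of 5 glia genes (repo, alrm, moody, wrapper and Gs2), a set outside these 13 markers, was 1.16 in Dh44 and 0.962 in NPF, and similar in Trh at 1.15, Tdc2 at 1.10, Crz at 0.939 and TH at 0.924. In Fru the median of the 13 markers was -0.78. Library size did not account for the pattern. Of the Dh44 and NPF libraries, 4 had at least as many counts as the smallest Elav library, and in all 4 mean marker RNA lay above every Elav library. Dh44 replicate 3, with 7744596 counts, had more than any Elav library and 2159 CPM of Yp1, Yp2 and Yp3 together, against 161 to 326 in Elav. Over the other 7 populations marker log2 fold changes and mean library totals gave a Spearman's rho of -0.393 (exact permutation p = 0.396, n = 7). With mean marker levels in place of fold changes, Pearson's r was -0.714 over the 7 population means (permutation p = 0.0667, n = 7) and -0.279 without Fru and Tdc2, and within replicate numbers 1, 2 and 3 it was 0.388, -0.269 and -0.617. The Dh44 and NPF drivers mark few neurons, and per the study so do the NPFR and Crz drivers. In NPFR the marker median was 0.314, and 0 of its 3 sets lay above 1. Still, 11 of the 13 markers lay above Elav there. Mean marker RNA (log2 scale) in NPFR libraries, 6.303 to 6.549, also lay above the highest Elav library, at 6.301. Dh44 libraries had 8.335 to 8.866. In this 1 population, small size therefore did not by itself go with marker RNA as high as in Dh44. No biological explanation for these markers was tested.

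The same explanation may bear on the number of genes differing from Elav, which was higher in Dh44 and NPF than in the other populations. NPF lost this rank with only the 6 libraries compared, where it had 564 genes against 784 in TH and 606 in Crz, and without replicate 1, where it had 25 against 61 in Crz. With every library thinned to 2952751 reads, Dh44 still had 2179 differing genes and NPF 789, so library size alone did not account for the counts. The marker median in Dh44 lay at percentile 100 of 10000 random gene lists matched on expression. Trh was also at percentile 100, Crz at 99.99 and Tdc2 at 99.95, with 12, 293 and 53 differing genes, so this measure did not separate populations with many differing genes from those with few. Of the 994 genes higher in Dh44, 97.6% also had a positive log2 fold change in NPF. The share was 94.4% in Trh, 91.5% in Crz, 87.1% in Tdc2 and 35.7% in Fru, with a mean of 77.8% over the 7 populations other than Dh44 and NPF, so sharing was not particular to NPF, and all shares rest on the same Elav libraries. For loss of weakly expressed transcripts from few nuclei, the share of genes differing in Dh44 below 50 CPM was 0.619 times that above. For genes lower in Dh44 alone the shares were 10.6% and 11.1%. Below 50 CPM, 1028 genes were lower in Dh44 and 615 higher, against 260 and 379 above. In NPF, 543 genes were higher and 143 lower, which goes against such a loss. At 2952751 reads, 8446 to 10409 genes were detected in Dh44 libraries and 12843 to 13405 in Elav. NPFR, with 3 differing genes, also had fewer than Elav, at 10286 to 11979. In the simulated data edgeR recovered 31.5% of all changed genes and 61.6% of those above 10 CPM, so a lower share among weak genes is expected in any case. The counts cannot be told apart from RNA from other cells or from loss of weakly expressed transcripts, and whether the counts differed between populations was not itself tested.

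The overall editing level relative to Elav moved in opposite directions in Fru and Crz. Fru exceeded Elav in 3 of 3 replicate numbers, by 1.65, 1.36 and 2.89 percentage points, and the differences in Crz were -2.47, -3.13 and -1.82 points. Fru lay 4.44 points above Crz on average. The difference between these effects was not tested beyond the exact permutation p-value of 0.1 for Fru against Crz, the smallest that 3 against 3 libraries can give. Strain variants were addressed by leaving out sites with G fixed in a population or absent in the others, which left 4.43 points. Over sites with at least 10 reads in every library the difference was 4.08 points, and without the 100 sites with most G reads it was 4.34 points. Adar expression had a log2 fold change of 0.48 in Crz over Elav (SE 0.32, adjusted p = 0.775 from edgeR), in the direction opposite to its editing level. RNA from other cells could not be excluded. Over the 10 populations, mean marker RNA and overall editing gave a Spearman's rho of -0.236 (permutation p = 0.513) and a Pearson's r of -0.353 (permutation p = 0.319), with r = -0.433 without Dh44 and Fru, and r = -0.524, -0.236 and -0.0874 within replicate numbers 1, 2 and 3. The pattern can therefore not be told apart from a difference in RNA from other cells, although Dh44 had the most marker RNA and the second highest editing level. A difference in site-specific regulation between neuronal populations is a hypothesis that these data leave open.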

How the results depend on the processing

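The 21 results that answer a comparison were recomputed 163 times in all, and 94 of the values kept their direction and their side of the threshold, or stayed within 1.5 times the count. Counts of genes and sites moved most. For the values below that moved, the cause was not tested, except where a value is given that shows it.

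With DESeq2, the number of genes differing from Elav rose to 1301 in NPF, 40 in NPFR, 149 in Tdc2, 510 in Crz, 124 in TH, 49 in Trh, 40 in Fru and 74 in OK107. The genes higher in 1 population rose to 172, and the population-specific sites in genes that also differed in expression to 6. In the simulated data DESeq2, with its independent filtering and outlier cutoff switched off as here, made 17 false calls and edgeR 1. With the replicate block there were 9 genes in NPFR, 88 in Tdc2, 447 in Crz, 40 in Fru and 61 in OK107, and 8 sites in genes that also differed. With only the 6 libraries compared there were 1329 genes in Dh44, 8 in NPFR, 606 in Crz, 784 in TH, 52 in Fru and 133 in OK107. RLE size factors gave 7 genes in Trh and no expression filter gave 24. Between TMM and the other size factors, the median log2 fold change of all genes shifted by less than 0.1 in every contrast with Elav.

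Across the 3 fits that each left out one replicate number, the driver genes that passed ran from 4 to 7 of 9. Genes differing from Elav ran from 743 to 1940 in Dh44, 25 to 730 in NPF, 0 to 4 in NPFR, 7 to 48 in Tdc2, 61 to 291 in Crz, 3 to 15 in TH, 3 to 6 in Trh, 0 to 5 in Fru and 2 to 17 in OK107. The counts of 0 came with 416 and 330 genes in NPFR and 260 in Fru at unadjusted p-values under 0.05. Genes higher in 1 population ran from 29 to 68, and pairs differing in Adar from 0 to 2, with 4 and 2 pairs at unadjusted p-values under 0.05 where the count was 0. Population-specific low sites ran from 19 to 35. The share of variance in overall editing between populations ran from 68.8% to 94.3%. Only without replicate 2 was its permutation p-value above 0.05, at 0.0907 for labels permuted without the replicate block. The correlation of Adar expression with overall editing ran from -0.246 to 0.148, changing sign without replicate 3.

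The number of differing sites was 478 under the quasi-binomial model and 452 with the replicate block in that model. It was 746 with at least 50 reads per population, 833 for sites in all 10 populations, 2387 at a difference of 10 percentage points, and 323 where replicates lay within 20 points. It was 1356 where every replicate of 1 population lay above every replicate of the other. On simulated replicates with 3 times the binomial variance at 20 reads, the summed-read test made 1860 false calls. The median dispersion in the real data was lower, at 1.24, so that number does not estimate the false calls here. Replicates with at least 20 reads gave 11 low and 43 high population-specific sites, 20 points from the next population gave 13 and 39, and a z limit of 1.5 gave 31 low sites. Leaving out sites with G fixed in a population or absent in the others, an alternative chosen after seeing the data, gave 13 low and 49 high sites. Also chosen after seeing the data were the replicate block and the fits without a replicate for the coding share and for the genes that also differed in expression.

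Of the named genes and sites, 33 were recomputed, 264 times in all, with 1 site for each of the 4 listed genes that held population-specific sites, and without elav. Of these values, 207 kept their call, 55 were weaker, 2 were stronger and 0 changed direction. The read depth limited the Adar auto-editing site, with 12 to 34 summed reads per population, and Dh44, where 3743 sites could be tested.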

Other observations

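Tests here were chosen after the result was seen, except those on the sites covered in replicate 3, the reads behind the para sites, the quasi-binomial model with permuted labels and gene length, which were chosen before their values were seen. For the quasi-binomial model with permuted labels, the rule or reading was weakened to undecided after the values were seen. The same holds for the library batch, the share of males and Adar auto-editing under permuted labels.

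Population labels were permuted within replicate number, and the real labels were counted among 100 draws. The real draw alone, 1 of 100, gave as many enriched driver genes (at most 0 in the others), genes higher in 1 population (at most 37), pairs differing in Adar (at most 0) and passing contrasts of pum, orb and Rbp6 (at most 0). The study had already reported pum, orb and Rbp6 as higher in Crz from these same libraries. For these genes the permutation therefore cannot separate chance, because they were named for this pattern. Unadjusted counts were not computed for the permuted labels. The same 1 of 100 held for the differing sites, the low population-specific sites and the high ones. For Adar auto-editing, where the real count was 0 (3 at unadjusted p-values under 0.05), 100 of 100 draws gave as many, which any count of 0 must give, so this test could not separate chance. Each contrast with Elav has 4 splits of the 6 libraries that part all same-numbered pairs. In Dh44, NPF, NPFR, Tdc2, Crz, TH, Trh, Fru and OK107 alike, 1 of 4 splits, the real one, gave as many genes, but 4 splits cannot give a share under 0.05, so chance cannot be told apart this way. The other splits, each with 1 replicate number swapped between the groups, gave 0 genes in all 9 contrasts, and 12 to 721 genes at unadjusted p-values under 0.05.

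Permuted labels gave nearly as many differing sites as the real ones under the summed-read test, with a median of 1192 against 1553. A candidate explanation is spread between replicates beyond counting noise. Under the quasi-binomial model, which includes that spread, permuted labels gave a median of 0 sites and 41 at most, against 478 for the real labels. Permuted groups mix libraries of different populations, so their counts include differences between populations and do not measure replicate spread alone. At 1356 of the 1553 sites every replicate of 1 population lay above every replicate of another in a differing pair. The share of the 1553 sites that reflects spread between single libraries cannot be told from these tests.

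Overall editing was lowest in replicate 3 in 9 of 10 populations, with mean deviations from the population means of -0.918 points for replicate 3, 0.60 for replicate 1 and 0.318 for replicate 2. Random orders of replicates within populations gave so low a mean for replicate 3 with a one-sided permutation p-value of 1.40e-04, without correction for having picked replicate 3. Over sites with at least 10 reads in every library replicate 3 was again lowest in 9 populations, so different site coverage did not account for it. Adar expression was lowest in replicate 3 in 2 populations. Expression deviations of replicate 3 libraries of different populations correlated at a mean r of 0.217, but those of replicate 2 libraries correlated at 0.231 without lower editing, and those of replicate 1 libraries at 0.0946. Deviations of editing levels at single sites correlated most in replicate 3, at 0.0859, against 0.0401 in replicate 1 and 0.0257 in replicate 2. That order goes with a batch in replicate 3, but all 3 values are low. The pattern can therefore not be told apart from a library batch, and the labels do not describe batches.

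RNA of para was highest in replicate 3 in 8 of 10 populations by CPM. As a share of all gene counts, it was not highest there in NPF, NPFR, Trh and Elav. In NPF it held 0.570% in replicate 2 against 0.524% in replicate 3, and in Trh 1.05% in replicate 1 against 0.817%. The number of populations therefore depended in part on the TMM scaling. In Crz replicate 3 para held 6.93% of all gene counts, against 2.36% and 2.28% in replicates 1 and 2. A bias towards long genes was one candidate explanation, since para has 16309 bases of exons. Across 5262 genes, which are not independent, the mean deviation of replicate 3 correlated with exonic length at a Spearman's rho of 0.188, just below the limit of 0.2 set for this explanation. Less RNA from other cells was another, and the tissue markers were lowest in replicate 3 in 6 populations, where 7 were required. Neither reached its limit, both came close, and beyond its dependence on the scaling the pattern is left without an explanation.

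Many population-specific sites may be strain variants and not editing events, because the fly lines differ in their drivers and no genomic sequence was used here. At 34 of 96 sites, G was fixed in a population or absent in the others, as defined in the report. ADAR disfavours G before the edited base, and G preceded 11.8% of the 34 sites, 7.31% of the other tested sites and 21.3% of adenosines in the genome. The 34 sites differed from neither (Fisher's exact test, p = 0.311, against tested sites; exact binomial test, p = 0.212, against the genome), so by this measure they cannot be told apart from strain variants. Of all 132 differing sites in this class, G preceded 12.9%, which lay above the other tested sites (Fisher's exact test, p = 0.0268) and below the genome (exact binomial test, p = 0.0188), as a mixture of variants and editing sites could give. In coding sequence, 33.3% of their 12 sites were nonsynonymous, against 76.5% of 17 other population-specific sites (Fisher's exact test, p = 0.0287), in the direction that variants would give. The sites of CG32647, sbr, ths, Dscam2, cac and Pif1B named in the report are among the 34.

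The gene para held 6 of the 12 sites specific to Crz, with changes in both directions. Few reads did not account for them, as the lowest depth was 300 summed reads. Strain variants were addressed by the levels in the other populations: 0 of the 6 sites had a median of at most 1% or at least 99% there, and the medians lay between 12.0% and 66.9%. Para RNA was also higher in Crz than in most populations. Site-specific regulation of para editing in Crz neurons is a hypothesis from these data, and it was found and tested on the same libraries.

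RoX1, a noncoding RNA of male flies, had 2624 CPM in Elav replicate 2, against 452 and 375 in replicates 1 and 3. A different share of males could be a candidate explanation, since the study mixed males and females in each sample. In Elav, yolk protein RNA (Yp1, Yp2 and Yp3) was lowest in replicate 2, at 161 CPM against 283 and 326, as more males would give. Over all populations, the deviations of roX1 and roX2 RNA and of yolk protein RNA from population means correlated at r = 0.0476 (permutation p = 0.802), with a Spearman's rho of 0.00423. Within replicate numbers 1, 2 and 3, r was -0.298, -0.556 and 0.207. The pattern cannot be told apart from a different share of males by this test, since yolk protein RNA also belongs to the fat body markers above.

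Several counts here differ from those quoted from the study, which also used amplicon sequencing and a filter on replicates. The number of sites compared here was 6445. That is higher than the value quoted above. Sites that differed numbered 1553. That count is also higher than the one quoted. Fru was higher at 607 sites. The quoted count is lower. Crz was lower at 786 sites. Again the quoted count is lower. Low population-specific sites numbered 20. This is lower than the quoted number. High population-specific sites numbered 76. This is higher than the quoted number. Nonsynonymous sites made up 17.7% of the population-specific sites and 10.1% of the tested sites. Both shares are lower than the quoted ones.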
